# Electrical modulation of transplanted stem cells improves functional recovery in a rodent model of stroke

**DOI:** 10.1038/s41467-022-29017-w

**Published:** 2022-03-15

**Authors:** Byeongtaek Oh, Sruthi Santhanam, Matine Azadian, Vishal Swaminathan, Alex G. Lee, Kelly W. McConnell, Alexa Levinson, Shang Song, Jainith J. Patel, Emily E. Gardner, Paul M. George

**Keywords:** Implants, Regeneration and repair in the nervous system, Biomedical engineering, Neural stem cells, Stroke

## Abstract

Stroke is a leading cause of long-term disability worldwide, intensifying the need for effective recovery therapies. Stem cells are a promising stroke therapeutic, but creating ideal conditions for treatment is essential. Here we developed a conductive polymer system for stem cell delivery and electrical modulation in animals. Using this system, electrical modulation of human stem cell transplants improve functional stroke recovery in rodents. Increased endogenous stem cell production corresponds with improved function. Transcriptome analysis identified stanniocalcin 2 (STC2) as one of the genes most significantly upregulated by electrical stimulation. Lentiviral upregulation and downregulation of STC2 in the transplanted stem cells demonstrate that this glycoprotein is an essential mediator in the functional improvements seen with electrical modulation. Moreover, intraventricular administration of recombinant STC2 post-stroke confers functional benefits. In summation, our conductive polymer system enables electrical modulation of stem cells as a potential method to improve recovery and identify important therapeutic targets.

## Abstract (web summary)

Paul George and colleagues developed a conductive polymer system to enable stem cell delivery and electrical modulation in vivo. Employing this system improved functional stroke recovery in rodents and identified important repair pathways.

## Introduction

Of the over 10 million strokes that occur annually, the majority of survivors are left with functional deficits^1^. Early in development the brain is quite plastic^2^, but as the human brain ages, its intrinsic capabilities to recover from insults such as stroke decline^3^. Exogenous cell therapeutics including neural progenitor cell (NPC) delivery have emerged in an attempt to offset stroke-induced neuronal loss and promote functional recovery^4–7^. Alternatively, augmentation of the brain’s intrinsic mechanisms of repair such as endogenous stem cell production has been utilized to enhance restoration following ischemia^8–12^. Effective tools to optimize the convergence of these two approaches may prove beneficial to improving stroke outcomes and create the optimal microenvironment for repair.

Manipulation of the recovering neural environment through bioengineering approaches has largely focused on targeting a single stimulus paradigm. Electrical fields have been tailored to normalize the disrupted neural balance after stroke^13–17^. Biomaterials are able to deliver important chemical factors or optimize stem cell delivery in therapeutic applications, but often lack the ability for continuous modulation after implantation^18–20^. This single modality and static approach for neural rehabilitation juxtaposes the natural process of development, where an intricate combination of chemical, tactile, and electrical signals guide stem cells during brain formation. Conductive polymers offer a platform to continuously modulate cells and tissue across these stimulation modalities^21^. Electrical stimulation of NPCs seeded on conductive polymers alter trophic factor release from NPCs, a primary mechanism of stem cell-enhanced stroke repair^22–24^. For instance in our prior work, we found that the VEGF pathway was augmented when electrically stimulated, and these pre-conditioned cells, when transplanted, enhance recovery after stroke in rodents. However, the system was confined to stimulating the cells in vitro.

In this work, we demonstrate how the unique ability to continuously interact with the neural environment electrically via the conductive polymer provides further opportunity to shape the post-stroke brain to promote functional recovery.

## Results

### Conductive polymer system for in vivo NPC stimulation

We developed a conductive polymer-based system to deliver NPCs and continuously interact with the neural environment to augment stroke repair (Fig. 1a and Supplementary Fig. 1). The conductive polymer system provides the ability to manipulate the electrical environment in vivo and modulate the transplanted NPCs to provide chemical stimulus (via released factors) to the post-stroke brain. Because of the polymeric properties of the implantable system, it offers advantages over traditional inorganic electrodes of forming intimate connections with the NPCs and neural tissue after transplantation^25^. We optimized the conductive polymer system in vitro based on our previous work (Supplementary Fig. 2), where we found that VEGFA was a key trophic factor that gets upregulated with electrical stimulation in vitro^22^. Therefore, we chose the electrical parameters of 800 mV, 100 Hz, and 1 h for the current work as it maximizes VEGFA secretion (Supplementary Notes). To address the impact of electrical stimulation on NPC biology/proliferation, we performed a cell proliferation study with the optimized stimulation parameters 1 h every day for the first 3 days. We found electrical stimulation increased NPC proliferation at day 4 and 7 in culture (Supplementary Fig. 3). Furthermore, the expression of neural stem cell markers such as Nestin and Pax6, remained the same without any differentiation with or without electrical stimulation during this timeframe.

**Fig. 1:**
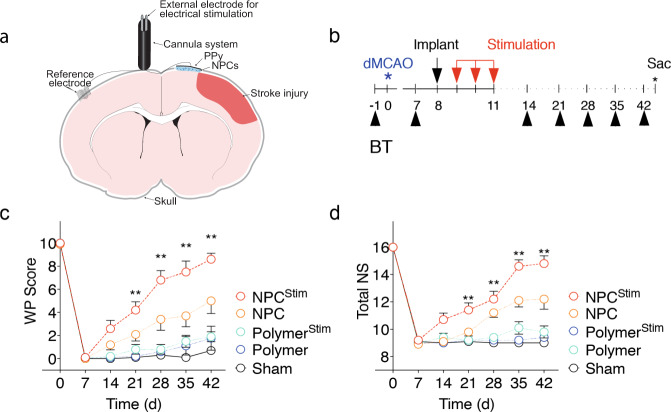
Electrical stimulation of conductive polymer-stem cell implant improves functional stroke recovery. **a** Schematic representation of the transplanted conductive polymer-based cannula system (PPy-polypyrole, NPC – neural progenitor cells). **b** Experimental timeline with training three times in the week prior to dMCA occlusion. Black arrows indicate behavioral testing (BT). Red arrows indicate stimulation after implantation. **c** Vibrissae-forepaw (WP) behavioral testing. There is a statistically significant difference in WP Scores between NPC^Stim^ and Polymer^Stim^, Polymer, and Sham groups at 3 weeks post-stroke, and a significant difference in WP Scores between NPC^Stim^ and all other groups at 4 weeks post-stroke and onward. **d** Total neurological score (NS) testing. NPC^Stim^ exhibited significant difference in NS at individual timepoints 3 weeks post-stroke and beyond, in comparison to the NS of all other groups; moreover, there was a significant difference in NS Scores between NPC^Stim^ and Polymer^Stim^, Polymer, and Sham groups at 3 weeks post-stroke and onward. **c** Analyzed using a log-transform two-way repeated measures ANOVA, which revealed a statistically significant interaction between the effects of treatment group and WP Scores (*F* [24, 270] = 8.379, *P* < 0.0001), followed by Dunnett’s multiple comparisons test. **d** Analyzed using Kruskal–Wallis test (*P* < 0.0001), followed by Dunn’s multiple comparisons test. For both, **P < 0.01, data shown as mean ± SEM, *n* = 10 per group.

### Electrical stimulation of transplanted NPCs improves functional stroke recovery

To explore the impact of modulating the stem cell and electrical environment on stroke recovery, we implanted this system into rats who had underwent the distal middle cerebral artery occlusion (dMCAO) model of stroke. NPCs delivered via the conductive polymer system were electrically stimulated in vivo (conductive polymer system implantation is 1 week after stroke, electrical stimulation occurs on days 1, 2, and 3 after implantation, Fig. 1b). Animals that received NPCs combined with electrical stimulation (NPC^Stim^) experienced earlier and sustained improved recovery compared to the unstimulated group (NPC) as assessed by the vibrissae-forepaw model (WP) and the neurological severity scale (NSS) (Fig. 1c, d, Supplementary Figs. 4 and 5), both of which are well-characterized assessments of behavioral function in various MCAO stroke models^26,27^. The control groups of conductive polymer alone with or without electrical stimulation (Polymer and Polymer^Stim^ respectively) and the Sham group (no treatment) showed minimal recovery. As expected, the NPC group also outperformed the control groups but to a lesser extent than the NPC^Stim^ condition. No difference was observed in stroke size between the groups (Supplementary Fig. 6 and Supplementary Notes).

### Combined electrical stimulation and NPC transplants upregulate endogenous stem cells

We proposed that the neural environment created through electrical stimulation in tandem with cues generated from the transplanted NPCs enhanced the brain’s intrinsic repair mechanisms such as endogenous stem cell production. The production of endogenous stem cells in the subventricular zone (SVZ) increases after stroke^8,11,28^. These endogenous stem cells travel to the ischemic area and impact recovery. An increase in production correlates to improved recovery, and manipulations to prevent endogenous stem cell production worsens stroke size and functional outcomes^12,29^. Examination of BrdU (5-bromo-2’-deoxyuridine)-positive cells showed an increase in endogenous stem cells across 3 different brain regions after stroke in the NPC^Stim^ group (Fig. 2a–d). The higher numbers of BrdU-labeled cells across all three regions points to likely increased production of NPCs and greater migration of the cells to the peri-infarct tissue in the NPC^Stim^ group. Human nuclear staining (HuNu) delineated the transplanted NPCs from endogenous stem cells and confirmed minimal integration of transplanted cells (~1%) in the host tissue (Supplementary Fig. 7). Secondary staining demonstrated that endogenous stem cells in the peri-infarct region are neural progenitors with the electrically stimulated cells (NPC^Stim^) containing a higher percentage of mature mitotic markers (Pax6 and Nestin, Fig. 2e, f) than all other groups. Co-staining the Nestin+/BrdU+ cells in the peri-infarct region with S100B (astrocyte marker) revealed that there was a minimal cross-reactivity of Nestin with reactive astrocytes (<3%; Supplementary Fig. 8). Moreover, the electrical stimulation does not impact differentiation of several key markers at the 3-week post-stroke time point (Supplementary Fig. 9). The polymer alone, NPC, and NPC^Stim^ appear to increase angiogenesis in the PI area (Supplementary Fig. 9b) similar to prior work with NPCs^22^. Because in vivo electrical stimulation did not further enhance this response, it suggests another mechanism for the functional improvement seen with combined therapy. Furthermore, staining for other types of cells such as the neurons and glia revealed that electrical stimulation does not affect their cell number at peri-infarct and stroke regions (Supplementary Notes and Supplementary Fig. 10). Given prior work demonstrating endogenous stem cells enhance stroke recovery^9–12^, the upregulation of endogenous stem cell production highlights an important potential mechanism through which the NPC^Stim^ group improves stroke recovery.

**Fig. 2:**
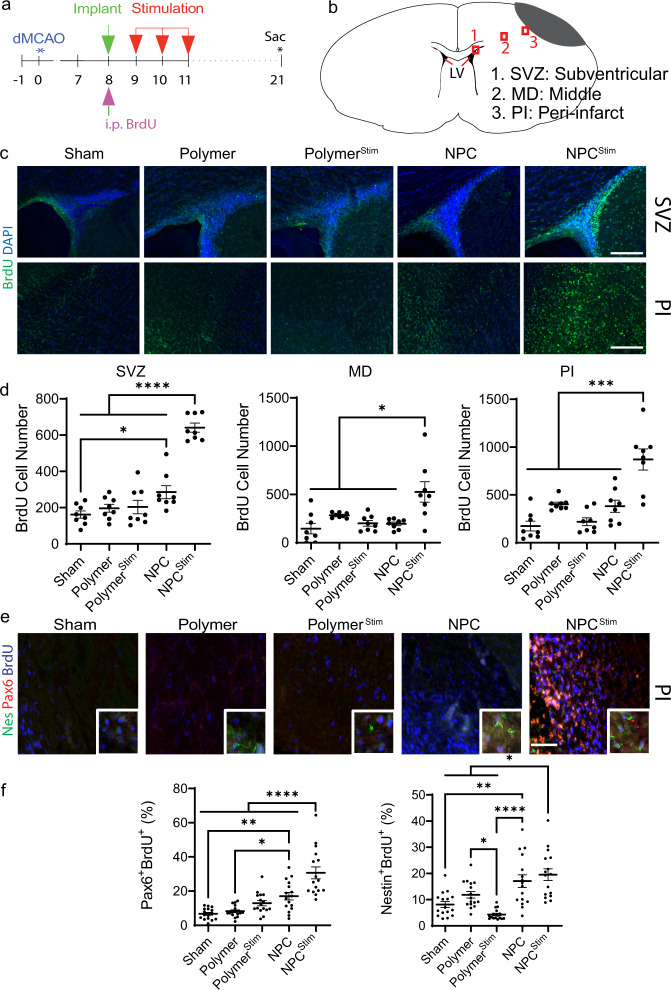
Combined electrical stimulation and NPCs increase endogenous stem cell production. **a** Experimental timeline with electrical stimulation three times after implantation surgery. BrdU was administered i.p. when first stimulation was applied. **b** Schematic of areas of interest in brain tissue. Gray indicates ischemic stroke lesion. Red squares indicate the area of interest: 1. SVZ, 2. MD; and 3. PI (LV – lateral ventricle). **c** Representative images of fluorescent-labeled cells. Green indicates BrdU positive cells, whereas blue indicates cell nucleus. Scale bar indicates 200 µm. **d** BrdU positive cells in certain area of interest. Data are shown as mean ± SEM, *n* = 8 images/4 rats. **e** Representative images of fluorescently labeled cells. Blue indicates BrdU, green indicates Nestin (Nes), and red indicates Pax6 positive cells. Scale bar indicates 200 µm. **f** Co-stained BrdU and Pax6 or Nestin positive cells in peri-infarct area. Data are shown as mean ± SEM, *n* = 16 images/4 rats. **d**, **f** Analyzed using a one-way ANOVA, followed by Tukey’s HSD post-hoc test with *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

### Electrical stimulation modifies NPC transcriptome

Electrical stimulation alters the properties of stem cells^22,30–32^ To determine how electrical stimulation modified NPCs to improve functional stroke recovery, we performed RNA sequencing (RNAseq) analysis. The transcriptome was compared between NPCs that were electrically stimulated and those that were unstimulated on our conductive polymer scaffold. 

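The cells were hNP1, a line of human neural progenitor cells derived from an established human embryonic stem cell line and grown on the conductive polymer scaffold. NPCStim samples had been stimulated at 800 mV and 100 Hz for 1 h, and RNA was isolated 24 h later. Unstimulated cells (NPC) were grown on the same scaffold. There were 4 NPCStim samples (replicates A to D) and 3 NPC samples (replicates A to C). The paper's methods give 4 samples per group and state that 1 unstimulated sample lay far from the others in unsupervised clustering by Tukey's outlier method and was removed, and that sample was not analysed here. The authors prepared stranded mRNA libraries, trimmed the reads, aligned them to hg38 with STAR, counted them per gene with GENCODE annotation and scaled the samples by the trimmed mean of M-values (TMM). The deposited values are log2 CPM, reads per gene scaled to the size of the library, for 11640 genes. On the linear scale, the values of each sample rose in equal steps above 1 floor common to all samples, so the reads on each gene could be worked out, and 100% of the values came out as whole reads. The 3 NPC samples held 32572616 to 39517582 reads on these genes, with a median of 36557339. The 4 NPCStim samples held 34916416 to 38516606 reads, with a median of 35494488.5. The common floor corresponds to a prior count of 1.83 to 2.21 reads per sample, so log2 fold changes understate the change of genes with few reads. Where all 3 NPC samples had 3 reads or fewer on a gene, its change is given only as a lower bound. The bound is the mean NPCStim CPM over the CPM of 3 reads, and holds for the ratio of the measured mean CPM values. It includes neither counting error nor the spread between samples. Single NPCStim samples and the fitted log2 fold change can thus lie under it. The paper's text does not name a filter on low genes, and each gene of the table reached 1.98 CPM or more in at least 4 of the 7 samples. Nor does it name the strand setting of the counting, so genes whose exons overlap those of another gene are uncertain. Over 11544 to 11554 genes per pair, pairs of NPC samples had a chi-square per degree of freedom of 2.67 to 3.07, where sampling noise alone gives 1. Pairs of NPCStim samples had 27.3 to 224, over 11639 or 11640 genes per pair. No pair thus looked like a single library entered again. The 7 samples were counted as replicates by their labels; these values do not show whether they came from separate cultures. Genes were tested on the log2 CPM values with limma's linear model and empirical Bayes moderation with a mean-variance trend, with Benjamini-Hochberg adjustment over all genes.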

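In multidimensional scaling (MDS) of the log2 CPM values on the 500 genes that differed most in each pair of samples, the first dimension held 84.9% of the variance and the second held 8.73%. On the first dimension, the 3 NPC samples lay between -1.79 and -1.76 and the 4 NPCStim samples lay between 1.00 and 1.75. The second dimension set NPCStim D, at 1.07, apart from the other NPCStim samples, which lay between -0.50 and -0.31, while the NPC samples lay between 0.05 and 0.09. Hierarchical clustering on the Euclidean distance over all genes, with complete linkage, first split the 3 NPC samples from the 4 NPCStim samples. The next split separated NPCStim D from NPCStim A, B and C. Average linkage gave the same splits.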

Cells that were electrically stimulated had a profound transcriptome change as evident from our unsupervised multidimensional scaling (MDS) plot and hierarchical clustering (Supplementary Fig. 11). Notably, electrical stimulation alone produced two distinct clusters from the same NPCs. Furthermore, differential gene expression showed robust differences between the two groups. 

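The distance between samples was taken as the root mean square difference in log2 CPM over all genes. It was 0.923 ± 0.137 (SD, n = 12 pairs) between an NPC and an NPCStim sample, with a range of 0.787 to 1.14. Within NPC the 3 pairs were 0.151 to 0.158 apart, and within NPCStim the 6 pairs were 0.237 to 0.626 apart. The mean distance between the groups exceeded the mean distance within them by 0.567 (one-sided exact permutation test over the 35 splits of the 7 samples, p = 0.0286, the smallest p that the design allows). With each sample left out in turn, this difference stayed between 0.509 and 0.663, although the fits with 6 samples allow no p under 0.05. From the separation in its MDS plot and hierarchical clustering (Supplementary Fig. 11), the paper concludes that electrical stimulation produced a profound change in the transcriptome.

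**Figure D1:**
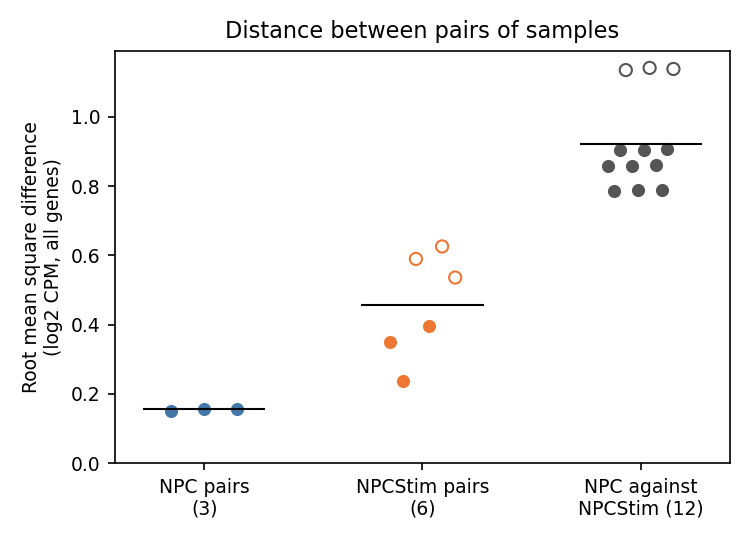
Distance between each pair of samples (vertical axis, root mean square difference in log2 CPM over all genes), by kind of pair. Each point is a pair, open points are pairs that include NPCStim D, and lines are means; every pair between the groups, from 0.787 upward, lies above every pair within a group, up to 0.626.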

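Of the 11640 genes tested, 5876 differed between NPCStim and NPC at an adjusted p under 0.05 in limma's test, whatever the size of the change. The values of the 4 NPCStim samples lay entirely above those of the 3 NPC samples for 3635 genes and entirely below them for 3537 genes. These genes made up 61.6% of the table, against the 5.71% that chance gives for 3 samples against 4. The median log2 fold change over all genes was 0.01. The smallest p was that of PLOD2, a lysyl hydroxylase gene on chromosome 3 of hg38 (146035139 to 146163725, minus strand in GENCODE v44). PLOD2 had 8.36 ± 0.637 CPM (SD, n = 3) in NPC and 426 ± 48.3 CPM (SD, n = 4) in NPCStim, a log2 fold change of 5.66 (standard error 0.11, adjusted p = 1.27e-07 from limma with Benjamini-Hochberg adjustment).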

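At an adjusted p under 0.05 and a log2 fold change beyond 1.5 in either direction, limma's test gave 590 genes higher and 166 genes lower in NPCStim. With voom, the weighting that the methods name, on the recovered reads, 596 genes were higher and 168 lower, and 587 and 164 of them were also in the counts from the log2 CPM values. Quantile normalization between samples, the scaling that moved the counts most, gave 407 higher and 266 lower, which lowered the share of higher genes from 78.0% to 60.5%. The number of lower genes rested in part on NPCStim D, since 71 genes were lower without that sample. The table favours genes that rose from a low level: 237 of the 590 higher genes were under 2 CPM in all 3 NPC samples, while 0 genes in the table were under 1 CPM in all 4 NPCStim samples. Among the 10 largest increases, PPFIA4 had a log2 fold change of 7.80, PDE4C 7.73, AHNAK2 7.66 (standard error 0.29), HSF4 6.95 (standard error 0.39) and SLC16A3 6.33 (standard error 0.24). CA9 was at least 203-fold higher, ARFGEF3 at least 167-fold higher and HLA.DQB1 at least 96.5-fold higher, since these genes had 3 reads or fewer in each NPC sample. Reads of HLA.DQB1 could be shared with related HLA genes, and exons of CA9, AHNAK2, HSF4, SLC16A3 and PDE4C overlap those of another annotated gene. The largest decreases were in F13A1, at a log2 fold change of -3.27 (standard error 0.72), HES5 at -2.66 (standard error 0.43), SFXN2 at -2.55 (standard error 0.31), ACAT2 at -2.53 (standard error 0.38) and SLITRK1 at -2.44 (standard error 0.45). Exons of ACAT2 and SLITRK1 overlap those of genes on the other strand. The 4 NPCStim samples lay on one side of the 3 NPC samples for each of these genes.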

Even with stringent statistical filters (false discovery rate (FDR) < 0.05, log fold change >1.5), we observed differential gene expression (DGE) with 596 genes upregulated and 168 genes downregulated, when cells were electrically stimulated on the conductive polymer system (Fig. 3a, b). These gene changes include pathways relevant to NPC microenvironments such as glycolysis as well as hypoxia. 

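The Hallmark and KEGG sets of the study were not used here. A list of 17 glycolysis enzymes and a list of 32 hypoxia response genes, neither of which holds STC2 or a gene chosen for qPCR, were tested with fgsea on genes ranked by log2 fold change. The glycolysis enzymes had a median log2 fold change of 1.73 (adjusted p = 3.23e-05 from fgsea over 14 lists). Of these, 16 were higher in NPCStim and 10 passed both thresholds, and 16 differed at an adjusted p under 0.05 over all genes as well as adjusted over the list alone. LDHB was the member that fell, with a log2 fold change of -0.65, and PFKM was the member that did not pass the adjusted p; both were singled out after their values were seen. The members with the smallest p were ALDOC (5.74, standard error 0.28), PGK1 (3.24, standard error 0.17) and ALDOA (2.96, standard error 0.19). Exons of these 3 genes overlap those of other annotated genes, and PGK1 and ALDOA have pseudogenes that could take some of their reads. The hypoxia response genes had a median log2 fold change of 3.93 (adjusted p = 4.11e-21 from fgsea), unchanged with CA9 at its lower bound. All 32 were higher in NPCStim, 31 passed both thresholds, and 32 differed at an adjusted p under 0.05 over all genes and adjusted over the list alone. Against the NPC mean, the list median was 3.73 in NPCStim A, 3.41 in B, 4.09 in C and 4.47 in D. P4HA2 (log2 fold change 6.25, standard error 0.16), EGLN3 (6.30, standard error 0.23) and LOX (4.28, standard error 0.16) had the smallest p, and exons of P4HA2 and LOX overlap those of a gene on the other strand. Both lists lost their call with camera at an estimated correlation between genes, where the adjusted p was 0.386 for glycolysis (range over all alternatives 1.41e-07 to 0.386) and 0.210 for hypoxia (range 1.34e-24 to 0.210).

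**Figure D2:**
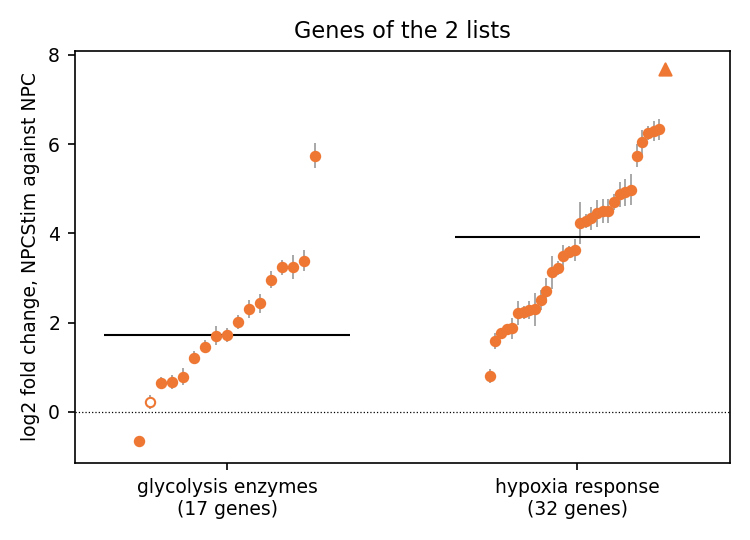
Log2 fold change of NPCStim against NPC (vertical axis) of each gene of the glycolysis and hypoxia lists, with standard errors as bars. Open points are genes with an adjusted p of 0.05 or more, the triangle is CA9 at its lower bound, and lines are list medians, at 1.73 and 3.93; 1 of the 17 glycolysis enzymes and 0 of the 32 hypoxia response genes lie below 0.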

From our analysis, stanniocalcin-2 (STC2) was identified as an NPC gene that was one of the most significantly modified with electrical stimulation (NPCStim) (*p* = 9.55 × 10^−6^ after adjusting for multiple comparisons and by logFC values, 6.905, Supplementary Table 1).

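STC2, which encodes a secreted glycoprotein, lies on the minus strand of chromosome 5 of hg38 from 173314723 to 173328447 (GENCODE v44), and no exon of another annotated gene overlaps its exons. It was measured at 4.24 ± 0.765 CPM (SD, n = 3) in NPC and at 516 ± 122 CPM (SD, n = 4) in NPCStim. The log2 fold change was 6.89 (standard error 0.20, adjusted p = 8.06e-07 from limma with Benjamini-Hochberg adjustment), and every NPCStim sample lay above every NPC sample. By p, STC2 ranked 4 of 11640 genes, and its rank ranged from 3 to 5 with each sample left out in turn. The log2 fold change stayed between 6.76 and 7.03 in the same 7 fits. From its adjusted p and its log fold change, the paper concludes that STC2 was among the genes most significantly modified by electrical stimulation.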

**Fig. 3:**
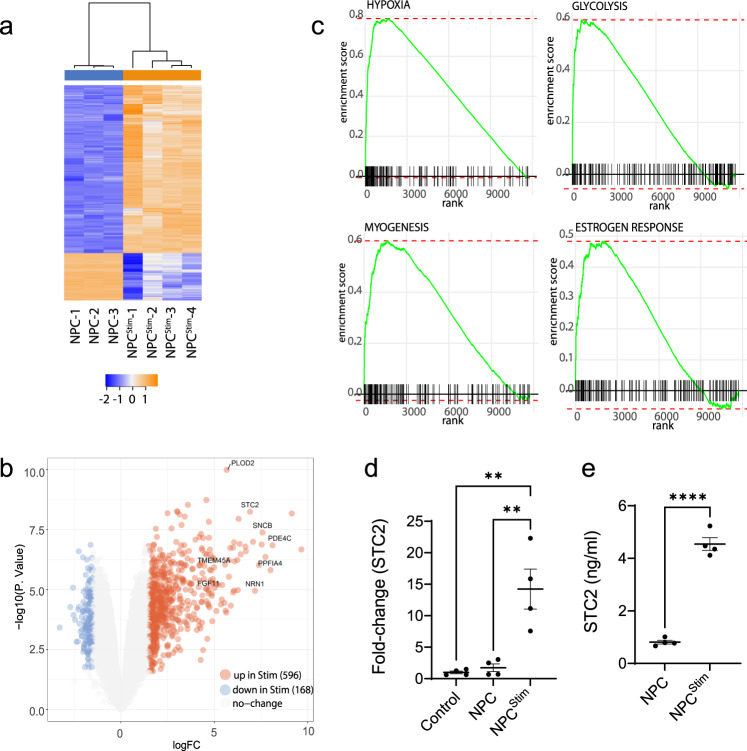
Transcriptome changes between electrically stimulated and unstimulated NPCs. **a** Heatmap of transcriptome changes in NPCs from electrical stimulation (NPC – unstimulated, NPC^Stim^ – electrically stimulated; blue-downregulated, orange-upregulated). **b** Volcano plot demonstrating changes in genes with electrical stimulation (blue-downregulated, orange-upregulated). **c** Top Gene set enrichment pathways with STC2 as the leading edge. **d** qRT-PCR analysis indicated that STC2 in NPCs was upregulated by electrical stimulation. **e** ELISA study indicated that the level of STC2 protein after electrical stimulation (NPC^Stim^) is much higher than that in non-stimulated NPCs (NPC). **d**, **e** Analyzed using a one-way ANOVA, followed by Tukey’s HSD post-hoc test with **P < 0.01, ****P < 0.0001, data shown as mean ± SEM, *n* = 4.

Gene Set Enrichment Analysis (GSEA) is a widely used pathway analysis to show overrepresentation of a particular gene set with an a priori gene set. Unlike over representation analysis, which normally relies on a hypergeometric distribution to determine significant overlap between two sets of gene; GSEA utilizes all genes ranked by log fold change^33^. For this reason, it is thought to be more accurate particularly with studies with lower sample size or quality since it is not dependent on any predefined statistical cutoff. Here, we implement a fast GSEA in the fgea R package^34^. Genes are first rank by logFC and given a priori defined set of gene S. The algorithm determines whether the members of S are either randomly distributed throughout the ranked gene list (L) or clusters in the top or lower portion. The degree by which set S is represented at the top or lower half is defined with enrichment (ES) score. This score is represented as the curve seen in Fig. 3c and the bottom hash are the genes that are found in set S based along the L logFC ranking. The “leading edge” genes are the genes that contributes most to the enrichment scores. Gene set enrichment analysis (GSEA) showed that 4 of the top 15 hallmark pathways have STC2 as the leading-edge gene (Fig. 3c and Supplementary Table 2). 

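In the ranking by log2 fold change on the log2 CPM values, on which the enrichment of the lists was run here, STC2 stood 7 of 11640 genes. With each sample left out in turn it ranked from 6 to 8. With voom weights on the recovered reads, the weighting that the paper's methods name, it ranked 11. Of the genes placed above it on the log2 CPM values, CA9 and HLA.DQB1 had 3 reads or fewer in each NPC sample, so their place depends on the prior count. Among genes with a mean log2 CPM of at least 3, STC2 ranked 2. Enrichment scores of the Hallmark pathways were not computed here.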

We verified the upregulation of STC2 using qRT-PCR and ELISA analysis (Fig. 3d, e). In addition to STC2, qPCR was used to verify other genes that were among the most significantly upregulated and had biological interest, such as genes involved with secreted proteins (Supplementary Fig. 12). 

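Each of the 8 other genes that the methods list for qPCR was higher in all 4 NPCStim samples than in all 3 NPC samples and passed both thresholds of limma's test. Rank by p ran from PLOD2, PDE4C (5) and PPFIA4 (7) to NRN1 (158) among the 11640 genes. PPFIA4, on chromosome 1 (203026491 to 203078740), rose from 0.269 ± 0.0498 CPM (SD, n = 3) to 74.8 ± 27.3 CPM (SD, n = 4), with an adjusted p of 1.99e-06 from limma. PDE4C, on chromosome 19 (18207965 to 18248200), rose from 0.135 ± 0.0496 CPM to 40.4 ± 9.71 CPM. SNCB, on chromosome 5 (176620082 to 176630556), had 2 reads or fewer in each NPC sample and 282 or more in each NPCStim sample, and was at least 137-fold higher. NRN1, on chromosome 6 (5997999 to 6007605), had a log2 fold change of 6.27 (standard error 0.48, adjusted p = 5.74e-05 from limma). It had 4, 4 and 0 reads in NPC A, B and C, so its size depends on the processing. The log2 fold change of NRN1 was 3.17 with a pseudocount of 1 CPM and 7.17 with voom weights. TMEM45A on chromosome 3 had 4.95 (standard error 0.25), FGF11 on chromosome 17 had 4.61 (standard error 0.28) and TNNT1 on chromosome 19 had 3.95 (standard error 0.19). Exons of FGF11 and PDE4C overlap those of another annotated gene on the same strand, so their reads could be shared. The filter on mean log2 CPM of at least 3 left 2 of the 8 genes in the test, since the others had few reads in NPC.

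**Figure D3:**
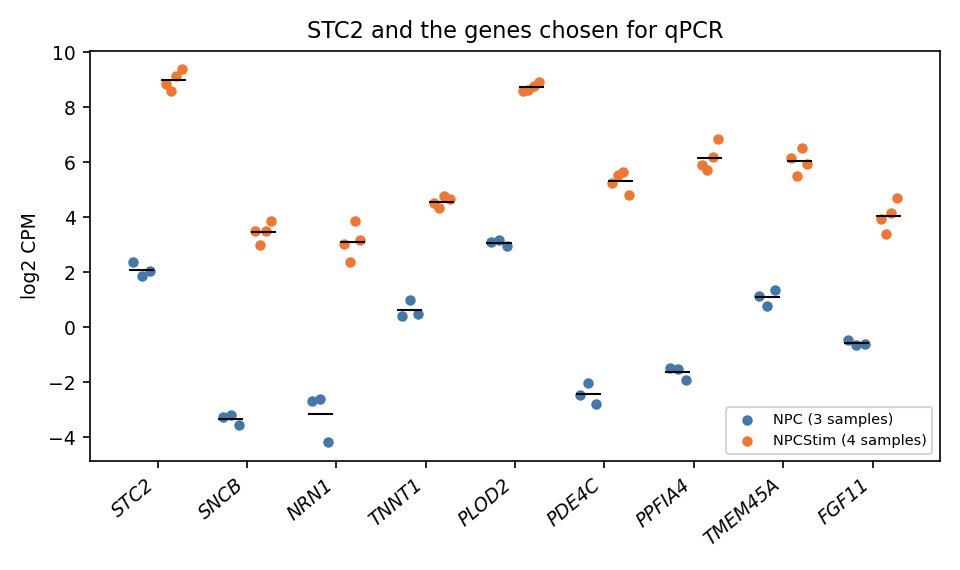
Log2 CPM (vertical axis) of the genes chosen for qPCR in each of the 3 NPC and 4 NPCStim samples, with lines at the group means. For every gene the NPCStim points lie above the NPC points. SNCB in NPC lies near the floor set by the prior count, and NRN1 in NPC C, with 0 reads, lies at it.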

Several candidates were not found to be upregulated with qPCR confirmation (Supplementary Table 3). Given STC2 plays a role in cell proliferation and survival, we found it an interesting candidate to further explore its role in stroke recovery and the increase in endogenous stem cell production seen with combined stem cell delivery and electrical stimulation^35–39^.

### Upregulation of STC2 in NPCs improves functional stroke recovery and effects endogenous stem cell production

To substantiate STC2 in stem cell-enhanced recovery, we utilized lentiviral constructs to knock down (STC2^KD^) or over-express STC2 (STC2^UP^) in the NPCs delivered on our conductive polymer system (Supplementary Fig. 13). Scrambled constructs (Scramble^KD^) served as controls.

We determined that increased STC2 through electrical stimulation or lentiviral constructs (NPC^Stim^, Scramble^KD+Stim^, and STC2^UP^ respectively) improves functional recovery (Fig. 4a, Supplementary Figs. 14 and 15). If STC2 levels are reduced via lentiviral knockdown, the effect of electrical stimulation is lost, and recovery is similar to levels observed in Sham animals (STC2^KD^ and STC2^KD+Stim^). With reduced NPC production of STC2, the benefit of the therapy in stimulated and unstimulated groups was diminished, suggesting that STC2 is an important pathway for stem cell effects on stroke recovery irrespective of its role in the improvement seen with electrical stimulation.

**Fig. 4:**
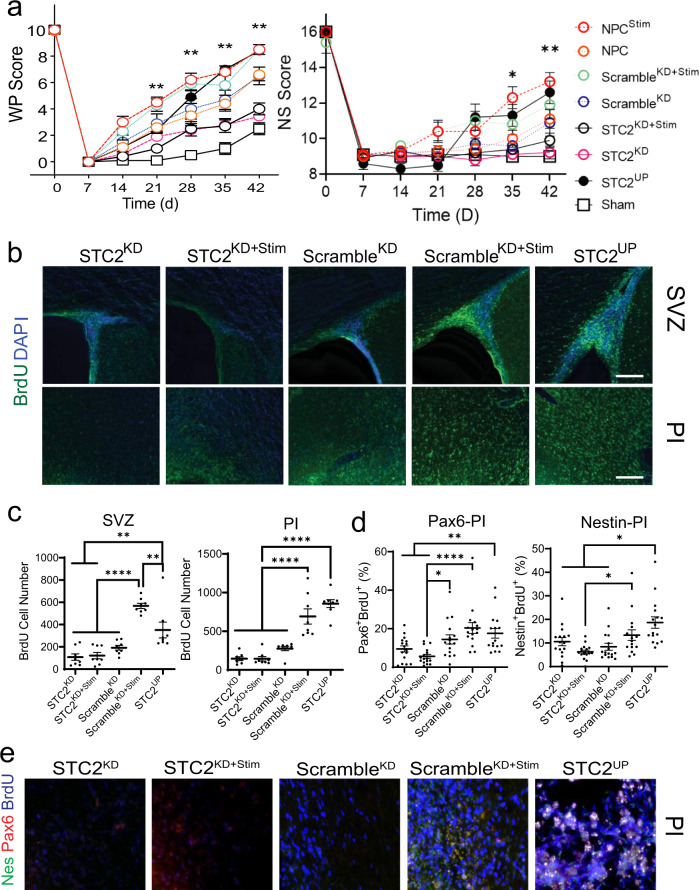
STC2 is integral for improved stroke recovery. **a** Vibrissae-forepaw (WP) and total neurological score (NS). There is a statistically significant difference in NPC^Stim^, STC2^UP^, and Scramble^KD+Stim^ groups versus all other groups starting at week 3 and onward for WP Scores and week 5 and onward for NS scores. STC2^KD^ and STC2^KD+Stim^ showed no significant behavioral recovery at any timepoint in either WP Scores or NS Scores. **b** Representative images of fluorescently labeled cells. Green indicates BrdU positive cells, whereas Blue indicates cell nucleus. Scale bar indicates 200 µm. **c** BrdU positive cells in certain areas of interest. Data are shown as mean ± SEM, *n* = 8 images/4 rats. **d** PAX6/BrdU or Nestin/BrdU positive cells in certain areas of interest. Data are shown as mean ± SEM, *n* = 16 images/4 rats. **e** Representative images of fluorescently labeled cells. Green indicates Nestin positive cells whereas Red indicates PAX6 positive cells. Blue indicates BrdU positive cells. Scale bar indicates 200 µm. **a** Analyzed using a Kruskal–Wallis test followed by post-hoc pairwise Mann–Whitney *U* test with Benjamini–Hochberg correction to control the false discovery rate at the 0.05 level. For both, *P < 0.01, **P < 0.001, data shown as mean ± SEM, *n* = 10 per group. **c**, **d** Analyzed using a one-way ANOVA, followed by Tukey’s HSD post-hoc test with *P < 0.05, **P < 0.01, and ****P < 0.0001.

To determine if manipulation of the STC2 produced by the NPCs had similar effects on endogenous stem cell production, BrdU staining was performed. We found that only in the upregulated STC2 group and the scrambled electrically stimulated group (STC2^UP^ and Scramble^KD+Stim^ respectively) was an increase in endogenous NPCs with more mature mitotic markers (PAX6 and Nestin) observed (Fig. 4b–e and Supplementary Fig. 16). No change in stroke size was seen in any of the groups (Supplementary Fig. 17). Thus, STC2 appears to be an essential pathway for the increased production of endogenous stem cells in addition to functional recovery following stroke. These experiments demonstrate how the conductive polymer scaffold can elucidate repair pathways in the NPCs to determine important molecules for further research.

### Intraventricular administration of STC2 improves functional stroke recovery

To further investigate the effect of STC2 alone on stroke recovery, we intraventricularly administered recombinant STC2 1-week post-stroke (Fig. 5). Intraventricular administration facilitates circulation to various regions of brain such as the SVZ and peri-infarct area via the cerebrospinal fluid^40,41^ (Supplementary Fig. 18). We found that administration of STC2 leads to an improvement in functional recovery (Fig. 5b, Supplementary Figs. 19 and 20) and to an increase in endogenous neuroblasts migrating toward the peri-infarct region (BrdU, with Doublecortin at 6 weeks post-stroke, Fig. 5c). No change in the quantity of less mature mitotic markers (BrdU, with PAX6 and Nestin, Supplementary Fig. 21) were observed at the 6-week timepoint. These experiments demonstrate that although STC2 may be an essential pathway constituent that augments improved functional recovery, further experiments are needed to establish a direct causal link between STC2 and endogenous stem cell proliferation in vivo.

**Fig. 5:**
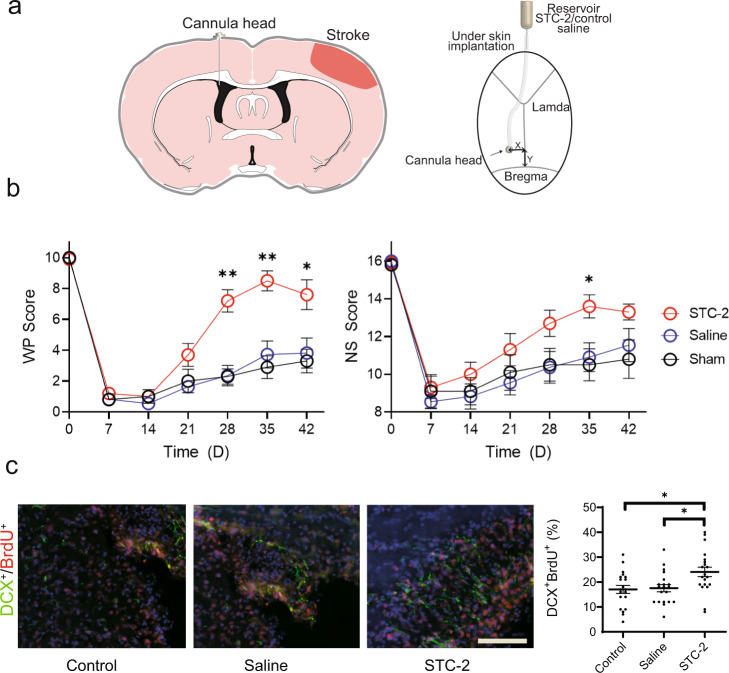
Intraventricular delivery of recombinant STC2 protein in rodents. **a** Schematic of the brain slice view (left) and top view (right) in the skull for STC2 protein delivery via mini-osmotic pump. The cannula of the osmotic pump is implanted at 0.8 mm posterior (Y) and 1.5 mm contralateral (X) to the bregma at a depth of 3.5 mm at 1-week after stroke. **b** Behavioral testing. Vibrissae-forepaw (WP) behavioral testing (left) and overall neurological score (right). Based on WP, STC2 group exhibited statistically significantly greater recovery beginning at 4 weeks post-stroke compared to other groups. **c** Endogenous neuroblasts. Representative images of DCX + /BrdU+ cells (left) and the cell count of number co-positive cells (right) at peri-infarct region. **b** Analyzed using a log-transform two-way repeated measures ANOVA which revealed a statistically significant interaction between the effects of treatment group and WP Score (*F* [12, 162] = 7.058, *P* < 0.0001); followed by Dunnett’s multiple comparisons test. Neurological scores (NS) were analyzed using a Kruskal–Wallis test (*P* = 0.018), followed by Dunn’s multiple comparisons test. For both, *P < 0.05, **P < 0.01, data shown as mean ± SEM, *n* = 10 per group. **c** Analyzed using one-way ANOVA, followed by Tukey’s HSD post-hoc test with *P < 0.05. Data shown as mean ± SEM, *n* = 20 images/4 rats.

## Discussion

Here we introduce a conductive polymer system that can manipulate the neural environment to improve recovery after stroke. We show that electrical modulation of NPC transplants improves functional recovery following stroke more than either electrical modulation or NPC transplant therapy alone. This suggests that optimizing multiple factors of the recovering stroke environment is more robust than targeting a single pathway. Moreover, the polymeric nature of the system creates the ability to intimately interact with the transplanted NPCs as well as the post-stroke tissue. Our findings demonstrate that NPCs can be optimized and made more effective as treatments for neural recovery.

In vivo electrical stimulation of transplanted neural stem cells alters the repair mechanisms after stroke. We found that electrical stimulation alters the transcriptome of NPCs, and that STC2 is a critical upregulated molecule. STC2 is a secreted, homodimeric glycoprotein that is expressed in a wide variety of tissues including neurons with autocrine or paracrine functions^36,37,42,43^. STC2 is primarily known for its role in cell turnover, specifically in tumors^44–46^, and has been demonstrated to confer neuroprotective effects^37–39,46–48^. Lentiviral transduction of NPCs with STC2 gain and loss of function demonstrates that STC2 is a critical mediator for enhanced functional recovery after stroke (Fig. 4). Moreover, direct administration of recombinant STC2 leads to an increase in migratory neuroblasts toward the penumbral region and an improvement in behavioral outcome in our rodent stroke model. Further mechanistic studies are needed to determine a causal mechanism, and more specifically, to investigate how STC2 production by the electrically stimulated NPCs results in increased endogenous stem cell production.

While brain plasticity declines over time, intrinsic repair mechanisms such as endogenous stem cell production remain and are currently being explored for therapeutic applications^8,11,28,47^ Utilizing platforms such as the conductive polymer system described here provides an opportunity to increase this intrinsic response at critical time points during recovery to improve the brain’s ability to heal after injury. Electrical modulation of transplanted stem cells greatly improves sensorimotor stroke recovery in young adult rats (Fig. 1c, d). Although we observed minimal NPC survival in the neural environment at 6 weeks post-stroke (Supplementary Fig. 7), we suggest that their initial subsistence throughout stimulation is of sufficient duration to transiently release trophic factors that may influence endogenous NSCs. The increased endogenous stem cell production observed in these animals suggests one possible mechanism for this trophic factor-mediated improvement in recovery.

Given that there are major differences in adult neurogenesis between humans and rodents^48^, it is important to acknowledge that although neurogenesis persists into adulthood in various regions of the human brain^49,50^, the physiological significance of newly generated neurons as well as the extent and the implication of neurogenesis in humans remains to be fully elucidated. Another limitation factor is that the majority of strokes occur in the aged population. Studies have shown that aged animals recover differently from stroke^51^. The number of endogenous NPCs produced also decreases over time^52–54^ Further examination of stroke recovery and endogenous stem cell production in aged animals will help advance these findings towards clinical applications. Lastly, this study was focused on investigating the effect of electrical stimulation when the transplanted stem cells were most viable (the first three days after transplantation). Stroke repair mechanisms via chronic stimulation of brain tissues were not investigated here and is a possible area warranting further exploration with this conductive polymer system.

The primary premise of this work is that a conductive polymer system used to modulate transplanted NPCs creates an innovative method to shape the healing brain. By understanding how this modulation alters NPCs in the post-stroke brain, advances can be made in understanding how the brain recovers from stroke. Moreover, the interactive polymeric system creates the ability to identify important repair pathways that can potentially be developed independently for new stroke therapies such as STC2. Taken together, this system enables the development of new types of treatments that incorporate exogenous stimulation and endogenous repair pathways to restore function in the post-stroke environment.

## Methods

### Fabrication of the in vivo conductive scaffold system

PPy (Sigma-Aldrich) was electroplated onto indium tin oxide (ITO) slides (Delta Technologies) as described previously^22,25^. Briefly, a current density of 1 mA/cm^2^ was applied between the ITO template and a platinum reference electrode in a 0.2 M PPy and 0.2 M NaDBS (Sigma-Aldrich) electrodeposition solution at 25 °C. After removal from the ITO, the conductive scaffold was clamped between pieces of polydimethylsiloxane (PDMS; Sylgard, Dow) with a chamber slide forming cell chambers (Lab-Tek, Thermo Fisher) as previously detailed^55^. Wires were attached to the conductive scaffold outside of the media-containing chambers. For implantation, the cell chambers and PDMS were unclamped and separated from the conductive scaffold. The dimensions of the implanted scaffolds were 1 × 3 × 0.25 mm.

### In vitro hNPC electrical stimulation

The Stem Cell Research Oversight committee at Stanford approved all stem cell procedures. Human neural progenitor cells (hNPCs, hNP1) were obtained from ArunA Biomedical and originally derived from a neuroepithelial cell lineage of WA09 human embryonic stem. hNPCs, passages 6-9, were used in these experiments and kept in AB2^TM^ Basal Neural Medium supplemented with ANS^TM^ Neural supplement (Aruna Biomedical), bFGF (50 µg/ml, Croning), L-Glutamine (200 mM, Invitrogen), and LIF (10 µg/ml, Millipore). hNPCs were plated onto the PPy scaffold on Day 1 (125,000 cells/cm^2^). For in vitro experiments including RNAseq and qPCR analysis, media was changed for both electrically stimulated and non-stimulated cell groups on Day 2. Electrically stimulated cells received electrical stimulation for 1 h on Day 2 at a variety of voltages and frequencies. The current was delivered through the PPy scaffold with wires attached to either side of the PPy scaffold outside of the cell chamber. On Day 3, cells and supernatants were collected for analysis.

For STC2 gain and loss of function, hNPCs were treated with STC2 lentiviral activation particles (sc-405292-LAC) and STC2 shRNA (h) particles (sc-44127-V) respectively as per the manufacturer protocol (Santa Cruz Biotechnology Inc., Lentiviral activation particles transduction). Control shRNA lentiviral particles (sc-108080) were the control and referred to as Scramble^KD^ in this work. The Scramble^KD^ and STC2^KD^ groups were electrically stimulated as described in the above paragraph.

### Cell viability assessments

In vitro immunostaining was performed on Day 3 (1 day after electrical stimulation applied). Cell survival was determined by a Live/Dead kit (Life Technologies). The samples were incubated with 2 µL/mL of ethidium homodimer-1 and calcein AM for about 15 mins at 37 °C in the dark. After incubation, the cells were rinsed with 1X PBS, and imaged using a fluorescent microscope (Keyence BZ-X700). Four random, representative 0.34 mm × 0.45 mm areas were analyzed, and alive and dead cells on the conductive scaffold were counted by a blinded individual with results averaged across the four areas (live cells/total cells).

Alternatively, cell viability testing using Alamar Blue has been applied to see the impact of electrical stimulation on the cells’ survival^56^. Briefly, 10% Alamar Blue cell viability reagent (Thermo Fisher Scientific) was added to each sample and incubated at 37 °C for 3 h in the dark. The experimental groups were hNPCs with or without stimulation and control. After 3 hours of incubation, the absorbance of about 100 µL per sample was measured in duplicates at 570 and 600 nm using a multi-plate reader (SpectraMax, Molecular Devices). The percentage reduction in absorbance (percentage viability) was calculated with respect to total cells as per the manufacturer protocol.

### RNA-Seq

In vitro electrically stimulated and unstimulated hNPC cDNA was isolated 24 h following electrical stimulation as described in the “in vitro hNPC electrical stimulation” section (*n* = 4 per group). RNA was extracted with the RNeasy Mini Plus kit (Qiagen, Hilden, Germany) after homogenization in Trizol (Life Technologies). cDNA was then synthesized using iScript cDNA.

Synthesis Kit (Bio-Rad, Hercules, CA),and purity was verified by the Agilent BioAnalyzer system.

Samples were prepped with Illumina TruSeq Stranded mRNA kit as per manufacturer’s suggestion and sequenced as reverse paired-end on the HiSeq-4000 sequencer conducted at the Stanford SFGF as described previously^57^. Raw fastq files was trimmed with Trimmomatic/0.36^58^ and reads were aligned to the hg38 reference genome with STAR/2.5.1b aligner^59^. Gene level counts were determined with STAR –*quantMode* option using gene annotations from GENCODE (p5)^60^. QC assessments such as unique alignment counts, unique/multiple ratio or exon/intron ratio was derived with ngsutilsj-0.3-2180ca6 using the *bam-stats* option^61^. Differential gene expression and all other pathway analysis are conducted with R/3.5.3. Samples were imported, normalized with trimmed mean of *M*-values (TMM) from the EdgeR/ 3.24.3 package^62^ and further transformed with VOOM from the Limma/ 3.38.3 package^63^. A linear model using the empirical Bayes analysis pipeline also from limma was then used to obtain *p*-values, adjusted *p*-values and log-fold changes (LogFC). Differential expressed genes (DEG) are defined with cutoffs FDR < 0.05; *p* value < 0.05 and logFC > abs (1.5).

Gene Set Enrichment Analysis (GSEA) was performed on preranked logFC using the R package fgsea/ 1.13.5^34^. Predefined pathways such as Hallmark gene sets and KEGG pathways were downloaded directly from the Molecular Signatures Database (MSigDB)^64,65^ Upon review of unsupervised clustering data using Tukey’s outlier method, one of the unstimulated samples deviated remarkably from the other samples in the same experimental cohort and was removed from further analysis.

**Table:** 

Resource/software	Source	Indentifier
Hg38 human index and gtf	GENCODE	https://www.gencodegenes.org/human/
STAR aligner^59^	–	https://github.com/alexdobin/STAR
Trimmomatic/0.36^58^	–	https://github.com/timflutre/trimmomatic
ngsutilsj-0.3-2180ca6	–	https://github.com/compgen-io/ngsutilsj
EdgeR^60^	Bioconductor	https://bioconductor.org/packages/release/bioc/html/edgeR.html
Limma^62^	Bioconductor	http://bioconductor.org/packages/release/bioc/html/limma.html
fgsea^66^	Bioconductor	https://bioconductor.org/packages/release/bioc/html/fgsea.html
MSigDB^64^	Broad Institute	http://software.broadinstitute.org/gsea/msigdb

### RNA extraction and qPCR

Total RNA was extracted from cells using a Qiagen RNeasy Plus Micro Kit (Qiagen). After accomplishing first-strand cDNA synthesis by iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA), quantitative real-time polymerase chain reaction (qRT-PCR) was performed with Taqman-polymerase and primers (Qiagen) for gene expression analysis. qRT-PCR was carried out on a QuantStduio 6 Flex Real-Time PCR System (ThermoFisher, Waltham, MA). The Delta-Delta CT method was utilized for relative expression levels with GAPDH as a housekeeping gene Taq polymerase and Taqman primers (Life Technologies) for GAPDH (Hs), STC2 (Hs01063215_m1), SNCB (Hs00608185_m1), NRN1 (Hs00213192_m1), TNNT1 (Hs00162848_m1), PLOD2 (Hs01118190_m1), PDEC4C (Hs00971865_m1), PPF1A4 (Hs00949811_m1), TMEM45A (Hs01046616_m1), and FGF11 (Hs00182803_m1) formed the qPCR reaction mixtures. The Delta-Delta CT method was utilized for qPCR analysis with the *TUBB* housekeeping gene and hNPCs grown on a glass chamber slide for 3 days as references.

### ELISA STC2 and In-cell western blot analysis

Supernatant was collected from the hNPCs in vitro, on Day 3 after plating. A human STC2 ELISA kit (AB222880, Abcam) was used to assess STC2 concentrations according to manufacturer instructions. Samples were performed in duplicate with *n* = 4 for each group.

For the in-cell western assay, the subcellular level of STC2 was quantified in situ using infrared (IR) intensity. After the electrical stimulation of STC2, the cells were plated in a 96-well plate (20,000 cells/well) and were immunolabeled with an IR-conjugated secondary antibody (IRDye® Secondary Antibodies, LiCor) using the standard immunocytofluorescence protocol. After the completion of the staining procedure, the plate was imaged using an Odyssey Fc IR imaging system (LiCor, Lincoln, NE). STC2 intensity was normalized to GAPDH expression by using the Odyssey CLx Imaging Studio 3.1 Analysis software.

### dMCA occlusion and cell implantation

All animal procedures were approved by Stanford University’s Administrative Panel on Laboratory Animal Care. Adult, male T-cell deficient nude rats (NIH-RNU 230 ± 30 g)^67^ underwent distal middle cerebral artery (dMCA) occlusion model with occlusion of both common carotid arteries lasting 30 min as described previously^68^. Rats were anesthetized with isoflurane with buprenorphine administered subcutaneously for analgesia. Ampicillin was in cage water 1 day prior to surgery (1 mg/ml) and for 7 days after transplantation.

One week after stroke, animals were randomized by vibrissae-whisker paw score, and implantation surgeries performed by a blinded individual. A craniectomy was drilled above the left cortical region between the neuroanatomical lambda and bregma markers, and the dural layer was excised. The conductive polymer system (cultured with hNPC cells for 24 h; without any in vitro electrical stimulation) was removed from the in vitro system and implanted over the exposed brain tissue primarily on the penumbral cortex medial to the lesion after a phosphate buffered saline (PBS) wash (with ~5 × 10^4^ cells in hNPC groups or media alone for other groups). Surgicel (Ethicon) was placed over the implant to prevent movement with skin closure. A reference electrode attached to the cannula system was placed on the contralateral skull (Fig. 1). The main cannula was secured to the contralateral skull with dental cement. Sham groups included animals with the dura opened but no implant.

For STC2 intraventricular delivery experiments, adult Sprague Dawley rats (300 ± 30 g) underwent dMCA occlusion as described in the above paragraph, followed by STC2 osmotic pump implantation. About 24 h prior to implantation, recombinant human STC2 protein (4 ng/mL of 1X PBS, Novus Biologicals) was loaded on to the osmotic pump (Azlet mini-osmotic pump model 2001, Braintree Scientific) and incubated at 37 C as per the manufacturer protocol. The cannula from the osmotic pump was implanted at 0.8 mm posterior, 1.5 mm contralateral, and 3.5 mm depth with respect to bregma. The reservoir was stored under the skin near the neck (back side). Control groups included a Sham (that underwent stroke, no treatment), and Saline (injected with 1X PBS without any STC2 protein in the osmotic pump).

### In vivo hNPC electrical stimulation

Electrical stimulation (±800 mV, 100 Hz for 1 h) was applied to the rats receiving electrical stimulation for the first 3 days after implantation (implantation on Day 8, electrical stimulation on Day 9, Day10, and Day 11 post-implantation). The potential was applied across the polymer and the reference electrode while the animals were anesthetized as described above using a function generator (E3641A, Agilent).

### Stroke volume and slice immunohistochemistry

At 3- or 6-week post-stroke, rats were perfused 4% paraformaldehyde (Sigma Aldrich) and 40 µm coronal slices were sectioned as described previously^68^. Animals perfused at the 6-week time point were used for stroke volume analysis. Animals perfused at 3 weeks post-stroke were used for BrdU and immunostaining analysis.

BrdU intraperitoneal injections were performed 24 h after the implantation of the conductive polymer system (post-stroke day 9). Briefly, BrdU was diluted in PBS to make a sterile solution of 10 mg/mL. A concentration of 100 mg/kg was intraperitoneally injected. Animals were killed and fixed at 3 weeks post-stroke. Primary antibodies were incubated in blocking buffer at 4 °C overnight, followed by three 15-min PBS washes and detected by secondary antibodies (Alexa Fluor 488, 555, or 647, Thermofisher Scientific) as described previously^68^. Samples were counter-stained with DAPI (Sigma-Aldrich) to visualize nuclei and mounted with Fluoromount Aqueous Medium (Sigma-Aldrich) before imaging. Samples were imaged on a Keyence All-in-One Fluorescence Microscope (BZ-X700, Keyence) using ×20 or ×60 objectives. Primary antibodies include anti-BrdU (1:200, Abcam), anti-GFAP (1:1000, Millipore Sigma), anti-Pax6 (1:100, Fisher Scientific), anti-NeuN (1:500, Cell Signaling Technology), anti-Nestin (1:200, Millipore Sigma), anti-PECAM (1:100, Millipore Sigma), and anti-TUJ1 (1:100, Neuromics). Secondary antibodies were added as noted above. Images were analyzed on a Keyence optical microscope.

To assess for BrdU stained cells in the rat tissue, serial slices were taken 400 µm apart from the genu of the corpus collosum to the splenium. Cell counting were performed by a blinded observer. Peri-infarct area was defined as the area immediately surrounding the infarcted tissue and sampled in a 750 µm × 650 µm window. The SVZ region was defined in the same manner as previously^69^, briefly tissue next to the ventricles with higher cellular density was assessed and 750 µm x 650 µm frame was obtained using a Keyence All-in-One Fluorescence Microscope (BZ-X700, Keyence) using ×20 objectives. The midpoint between the peri-infarct region and SVZ region was then defined that as the middle area and assessed in the same manner. The threshold was then selected on one representative image and the same parameters were set for all images for counting purposes. Background signal was ignored, and the cells representative of true signal were then stereologically counted and averaged across slices for a given animal with *n* = 4 per experimental group.

Stroke volume was assessed using cresyl violet staining 5 weeks after stroke as described previously^68^. Serial slices were taken 400 µm apart from the genu of the corpus collosum to the splenium. Areas were calculated using the following equation $$\frac{{Area}\;{Contalateral\,-\,Areal}\;{Psilateral}}{{Area}\;{Contralateral}}\times 100.\;$$Assessments were performed by a blinded individual.

For quantification of TUJ1 (1:100, Neuromics) and GFAP (1:00, Invitrogen), four representative peri-infarct areas were selected from each ipsilateral slice at 400 µm intervals. These were selected at the same point in each slice by a blinded individual. ImageJ software was used by a blinded individual to calculate average fluorescence intensity against Tuj1 and GFAP.

### Behavior analysis

Animals were divided into matched groups based on pre-transplant behavior testing (*n* = 10 per group) and behavior testing was performed by blinded individuals. Functional recovery was assessed in two ways: (1) Using the modified neurologic severity scale (NSS)^27,70^ (Supplementary Table 4, a composite score assessing motor and sensory function including normal walking, walking on a beam, tactile and visual response when paw muscles are stimulated by touch) and (2) vibrissae-forepaw test^71^. Animals were trained on three separate days prior to recording their baseline behavior. After baseline, the animals underwent dMCA occlusion and were tested 1 week after stroke prior to implantation. For the STC2 experiments, two animals died during the follow up and were removed from analysis (1 in the Sham and one in the STC2^KD^). Animals without a significant deficit (significant deficit = vibrissae-forepaw score prior to implantation at <30% of baseline) were removed. The vibrissae-forepaw behavioral assay was evaluated for the potential confound of testing effect (by repeated measurements) via longitudinal assessments of the limb ipsilateral to the stroke as a non-effected control (Supplementary Fig. 22). The results do not suggest the presence of a testing effect however we acknowledge the limitation of this control being performed in stroked animals.

### Statistical analysis

Statistical analysis was performed in GraphPad Prism V6.1+ or with genomic software. For comparisons of means in samples with normal distributions and homogeneous variances (as indicated by a Levene’s test), an unpaired *t* test was used for two groups. For more than two groups an ANOVA was used for comparisons between means (or two-way repeated measures ANOVA, where appropriate), followed by Tukey’s HSD (or Dunnett’s, where appropriate) for multiple comparisons. In cases of a non-normal distribution (as indicated by a Shapiro–Wilk test) or unequal variances (Levene’s test), a nonparametric Mann–Whitney test (with Benjamini-Hochberg correction to control the false discovery rate at the 0.05 level, in incidences of repeated measure comparison) or a Welch’s *t* test was used for comparisons between two means, and a nonparametric Kruskal–Wallis test was used for comparisons between more than two means, followed by Dunn’s test for multiple comparisons. For RNA-Seq pathway analysis, a false discovery analysis was used to correct for multiple variables. Data are presented as mean ± SEM. Significance was ascribed at *p* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

Source data are provided with this paper. RNA sequencing data has been posted to the Gene Expression Omnibus (GEO Accession #GSE185402) [Accession]. Additional data is available from the corresponding author upon request. Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

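RNA was sequenced from human neural progenitor cells (hNP1) on a conductive polymer scaffold, in 4 electrically stimulated samples (NPCStim A to D) and 3 unstimulated samples (NPC A to C). The authors trimmed the reads with Trimmomatic, aligned them to hg38 with STAR, counted reads per gene with STAR's quantMode and GENCODE annotation, and scaled the samples by TMM in edgeR. The authors deposited 1 table of log2 CPM for 11640 genes, which already includes the scaling, a prior count and a filter on low genes. The deposited values keep each sample as a column of its own, and samples were matched to columns by their labels. The unstimulated sample that the authors removed was not analysed here, so a test of the effect of its removal could not be made.

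The reads behind each value were recovered from the spacing of the values on the linear scale, above the floor that the prior count sets, and 100% of the values in all 7 samples came out whole. The recovery was tested on simulated data, where 100% of the simulated reads were recovered exactly. Depth was similar in both groups, at 32572616 reads in the smallest sample (NPC C) and 39517582 in the largest (NPC A). Counts of 3 reads or fewer were taken as the floor. A gene at or under it in all NPC samples is reported by a lower bound of its fold change. The bound sets the mean NPCStim CPM of the gene against the floor and includes no counting error.

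Differential expression used limma 3.58.1 in R 4.3.3 on the log2 CPM values with all 7 samples, group as the only term, a mean-variance trend in the empirical Bayes step and Benjamini-Hochberg adjustment. Genes were counted as higher or lower at an adjusted p under 0.05 and a log2 fold change beyond 1.5, the thresholds of the paper's methods. A count model was not used as the main test, since the deposited values are on the log2 scale, while limma's voom on the recovered reads was an alternative. With 200 of 11640 simulated genes changed, 100% were recovered with 0 false calls, both with the trend and with voom. Where no change was simulated, the fit with the trend made 0 calls. All simulated changes had the same size beyond the threshold, up and down alike, and genes varied independently. The simulation thus does not cover changes as broad and uneven as those of these data. Gene lists were tested with fgsea 1.28.0 on genes ranked by log2 fold change, with Benjamini-Hochberg adjustment over the 14 lists. On the same kind of simulated data, fgsea's permutation test gave p = 3.16e-12 for a changed set and p = 0.332 for an unchanged one. Since those genes varied independently, this does not test the effect of correlation between genes. The separation of the groups was tested by an exact permutation test over the 35 splits of the 7 samples. Distances, permutations and figures used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

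The sample mapping, the tests, the alternatives, the gene lists and the rule for the genes named were written before the data were examined. The genes named are those that the paper names, the 10 with the largest log2 fold change up and the 5 with the largest down among genes past both thresholds whose NPCStim values all lie on one side of the NPC values, and, of each list with an adjusted enrichment p under 0.05, the 3 members with the smallest p and any member past the thresholds in the other direction. The 14 lists were short hand-written lists for glycolysis enzymes, hypoxia response, ATF4 and integrated stress response, endoplasmic reticulum chaperones, cytosolic heat shock, NRF2 antioxidant response, metallothioneins, cholesterol synthesis, complex I and cytochrome c oxidase subunits, cell cycle, immediate early genes, neural progenitor markers, neuron markers and astrocyte markers. No gene was in more than 1 list. They stand in place of the Hallmark and KEGG sets of the study, which were not used here.

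The alternatives were other variance models and sample weights in limma (no trend, robust moderation, vooma, sample quality weights, voom), other scalings (median centring, quantile normalization), a pseudocount of 1 CPM, filters on the mean log2 CPM, the replicate letter as a block, other thresholds including limma's treat, other set tests (camera, fry, fgsea on the moderated statistic), other distances and each sample left out in turn. After seeing the data, 5 were added: a filter on NPC level, removal of the trend on GC content and transcript length, thinning to the smallest library, quantile normalization together with a filter, and a variance trend per group. Transcript length and GC content came from GENCODE v44, whose symbols matched 95.8% of the genes, and gene positions came from the same annotation of hg38.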

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

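The tests of the ATF4, cell cycle and cholesterol lists on GC content and transcript length and on single stimulated samples were chosen only after the result was seen.

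Among 59 results with a value in each of the 4 NPCStim samples, 2 had a sample far from the other 3 by Dixon's ratio of gap to range, where 2.95 are expected by chance. In neither was NPCStim D the far sample. For GCLC the ratio was 0.891: NPCStim C stood at 4.87 log2 CPM and the other NPCStim samples stood between 5.11 and 5.14. GCLC had 1017 reads in NPCStim C, so it was not a gene with few reads. Without that sample its log2 fold change was 0.51, against 0.45 with all samples. For the metallothionein list the ratio was 0.862. The list had 1 gene in the table, MT2A, whose change against the NPC mean was 3.07 in NPCStim B and -0.56, -1.14 and -0.88 in NPCStim A, C and D. Its reads could be shared with other metallothionein genes, and with 1 gene the list enrichment (adjusted p = 0.827 from fgsea) says little; without NPCStim B the direction reversed, at an adjusted p of 0.259 (range over its alternatives 0.259 to 0.993). The design gives no difference between stimulated samples, so no biological explanation was tested for either.

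A signal appeared in 4 of the lists tested whose genes the paper does not discuss as a group, for ATF4 and integrated stress response, NRF2, cell cycle and cholesterol synthesis. The genes of the ATF4 and integrated stress response list had a median log2 fold change of 1.59, with 16 of 17 higher in NPCStim and 10 past both thresholds (adjusted p = 3.81e-06 from fgsea). The list median was positive in each NPCStim sample, from 1.36 to 1.74. CEBPB (2.10, standard error 0.12), ASNS (2.10, standard error 0.15) and TRIB3 (2.58, standard error 0.20) had the smallest p. The tables argue against GC content and transcript length as the whole explanation, since the median was 1.22 after these trends were removed, and against a single stimulated sample, since the median nearest 0 over the 4 fits that each left out 1 stimulated sample was 1.41. With camera at an estimated correlation the adjusted p was 0.210 (range over its alternatives 2.06e-09 to 0.210), so independence between the genes of the list stays open. A stress response of the cells to stimulation is a candidate explanation and a hypothesis, since it was found and tested on the same samples.

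The NRF2 antioxidant response list had a median log2 fold change of 0.448, with 7 of 9 genes higher in NPCStim (adjusted p = 0.0325 from fgsea). Its largest changes were in HMOX1 (4.13, standard error 0.41) and OSGIN1 (3.10, standard error 0.31), and exons of OSGIN1 overlap those of a neighbouring gene on the same strand. The call was lost under 13 alternatives, with an adjusted p of up to 0.512 (range over its alternatives 0.0222 to 0.512), among them voom weights, median centring and the fits without NPC A, NPC B, NPCStim A, NPCStim B or NPCStim D. With GC content and length trends removed the adjusted p was 0.0937, so these trends and single samples stay open as explanations, and no biological explanation was tested.

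Cell cycle and cholesterol synthesis genes fell. All 24 cell cycle genes were lower in NPCStim, with a median log2 fold change of -1.35 (adjusted p = 3.38e-22 from fgsea), among them BUB1 (-1.46), CCNB1 (-1.81) and KIF20A (-1.45). All 18 cholesterol synthesis genes were lower, with a median of -1.11 (adjusted p = 9.54e-10 from fgsea), among them EBP (-0.93), MVK (-1.56) and IDI1 (-1.60). With GC content and length trends removed the medians were -1.49 and -1.20, and nearest 0 over the 4 fits that each left out 1 stimulated sample they were -1.22 and -0.97, so those explanations are argued against as the whole cause. For cultures under a repeated daily schedule, the paper states that stimulation increased proliferation at later days; these samples were taken 24 h after stimulation for 1 h, and no sample of that schedule was analysed here. With camera at an estimated correlation neither list passed, at an adjusted p of 0.231 (range over its alternatives 6.12e-23 to 0.231) and 0.386 (range 2.31e-10 to 0.386).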

How the results depend on the processing

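No test in this part was chosen only after the result was seen, but 5 alternatives were chosen after seeing the data: the filter of 2 CPM in at least 1 NPC sample, removal of GC content and length trends, thinned reads, quantile normalization together with a filter, and a variance trend per group.

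The separation of the groups gave the smallest p its design allows under each of the 4 other distances and filters, while the fits with a sample left out cannot pass 0.05. The log2 fold change of STC2 stayed past its threshold and between 6.60 and 7.03 under every alternative run.

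The number of genes higher in NPCStim, 590, was 287 with a mean log2 CPM of at least 3, 353 with the filter of 2 CPM in NPC and 254 with quantile normalization and a mean of at least 3, where fewer genes are tested by construction. It was 1109 at a log2 fold change threshold of 1, 2073 at 1.5-fold and 186 with treat. The number lower, 166, was 105 with sample quality weights, which gave NPCStim D the lowest weight, 266 with quantile normalization, 624 at a threshold of 1 and 1657 at 1.5-fold. With treat it was 0, where 12 genes were lower and 370 higher at an unadjusted p under 0.05. It ranged from 71 (without NPCStim D) to 250 (without NPCStim B) over the fits that each left out 1 sample. For quantile normalization and the sample weights the cause was not tested.

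With the replicate letter as a block (replicate block), 533 genes were higher and 71 lower, the ranks of STC2 were 2 by p and 6 by log2 fold change, and the enrichment scores of the immediate early and neuron lists reversed at an adjusted p of 0.634 each. NPCStim D has no NPC partner, so the fold changes equal those of the fit without it by construction, while the p-values differ, and STC2 ranked 5 by p in the latter. Deviations of NPC and NPCStim samples that share a letter correlated at -0.0506, -0.00399 and -0.0114 for A, B and C, so no pairing by letter was detected. The NPC samples differed little from one another (median gene SD of 0.0515 log2 CPM), so a weak pairing could have been missed.

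STC2 ranked 9 by p with sample quality weights and 2 with quantile normalization (with and without the filter) and with a variance trend per group. By log2 fold change it ranked 11 with voom weights, 2 with quantile normalization (with and without the filter), 2 with a pseudocount of 1 CPM, 2 with a mean log2 CPM of at least 3 and 1 with the filter of 2 CPM in NPC. Filters and the pseudocount remove or shrink genes with few reads in NPC, which by construction raises STC2; for the others the cause was not tested. Of the 8 genes chosen for qPCR, 2 were past the thresholds with each of the stricter filters, which removed the other 6 from the test.

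With camera at an estimated correlation no list passed: the adjusted p was 0.386 for glycolysis enzymes (range over its alternatives 1.41e-07 to 0.386), 0.210 for hypoxia response (range 1.34e-24 to 0.210), and 0 of the other 12 lists passed, against 5. With fry 8 of these 12 passed, and glycolysis enzymes, hypoxia response, ATF4, cholesterol synthesis and cell cycle passed with fry and with camera at its preset correlation, as did complex I subunits and neural progenitor markers. Leaving out 1 sample gave 3 to 5 passing lists, with 3 without NPCStim A or B. The cause was not tested.

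The sign of the enrichment score, or for camera and fry the direction of the test, reversed for 4 lists, given here with adjusted p values. Chaperones of the endoplasmic reticulum turned from positive to negative with sample quality weights (0.408), camera preset (0.918) and estimated (0.993), and without NPC C (0.791) or NPCStim B (0.559). The fits that each left out 1 sample, reversed or not, ran from 0.559 to 0.853. Metallothioneins turned negative with sample quality weights (0.523), quantile normalization (0.883), the same with the filter (0.891) and without NPCStim B (0.259), within 0.259 to 0.853 over the fits with 1 sample left out. Immediate early genes turned negative with sample quality weights (0.496), GC content and length trends removed (0.579), fgsea on the moderated statistic (0.770) and without NPCStim D (0.634), within 0.586 to 0.791. Neuron markers turned from negative to positive with sample quality weights (0.709), a pseudocount of 1 CPM (0.772), a mean of at least 1 (0.675), fgsea on the moderated statistic (0.579), camera preset (0.405) and estimated (0.512), fry (0.00587) and without NPCStim A (0.809) or D (0.634), within 0.470 to 0.809. The list medians of chaperones (negative), immediate early genes (positive) and neuron markers (positive) kept their sign under every alternative run. The cause was not tested. Among the other single genes and lists, over all alternatives, 26 values lost their call, 10 gained one and 1232 kept their direction and side of the threshold.

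Depth limits the genes with 3 reads or fewer in NPC to lower bounds.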

Differences from the paper's values

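No test in this part was chosen only after the result was seen. An exception is the removal of GC content and length trends, an alternative chosen after seeing the data. The adjusted p of STC2 was 8.06e-07 in limma's test on the log2 CPM values, against the paper's 9.55e-06. Of the 18 alternatives set before the data were examined, voom weights on the recovered reads, the weighting that the paper's methods name, gave 9.55e-06, the paper's value. Vooma weights and the fit without NPC A came within 1.5 times of it, and the others did not.

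The adjusted p was also smaller than the paper's for the 8 genes chosen for qPCR. It was 2.34e-06 for SNCB against the paper's 3.00852e-05, 5.74e-05 for NRN1 against the paper's 0.000341471, 6.02e-06 for TNNT1 against the paper's 4.38075e-05 and 1.27e-07 for PLOD2 against the paper's 1.18493e-06. It was 1.99e-06 for PDE4C against the paper's 4.87784e-05, 1.99e-06 for PPFIA4 against the paper's 0.000127712, 8.14e-06 for TMEM45A against the paper's 0.000112231 and 2.21e-05 for FGF11 against the paper's 0.000331013. Voom weights on the recovered reads gave exactly the paper's adjusted p for all 8 genes. Vooma weights came within 1.5 times of it for SNCB, TNNT1, PLOD2, PDE4C, PPFIA4, TMEM45A and FGF11, and the fit without a mean-variance trend for PLOD2. Removal of GC content and length trends, chosen after seeing the values, also did so for PLOD2. Quantile normalization did so for SNCB and NRN1. Fits with 1 NPC sample left out did so for SNCB, NRN1, TMEM45A and FGF11 (A, B and C) and for TNNT1 (B), and fits with 1 NPCStim sample left out for NRN1, PDE4C and FGF11 (A and C), TMEM45A (A) and TNNT1 (B). The other alternatives did not.

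The log2 fold change of NRN1 was 6.27 against the paper's 7.17463. Voom weights on the recovered reads gave exactly the paper's value. Sample quality weights and the fits without NPC A, NPC B, NPCStim A or NPCStim B came within 0.881 of it, and the other alternatives did not. That tolerance is the SD of the log2 CPM of NRN1 in NPC, wider than the standard error of its fold change, 0.478. The log2 fold change of PDE4C was 7.73 against the paper's 8.10975. Voom weights again gave exactly the paper's value. Sample quality weights, median centring, the replicate block and the fits without NPC B, NPCStim A or NPCStim D came within 0.372 of it. The other alternatives did not. That tolerance is the SD of the log2 CPM of PDE4C in NPC, wider than the standard error of its fold change, 0.260.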

Other observations

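The tests on GC content and transcript length, library size, genes that take most of the reads, the filter, scaling together with few reads, the spread of the stimulated samples and qRT-PCR were chosen only after the result was seen. For the ratio of higher to lower genes, a stricter condition was also set after the values were seen.

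Of the 35 splits of the 7 samples, 1, the real one, gave as many genes past both thresholds as the 756 found; the next gave 450 and parted NPCStim A, C and D from the rest. After trends on GC content and transcript length were removed, 681 of the 11151 genes with these values passed. Without the removal, those genes held 579 of the 590 higher and 158 of the 166 lower genes. After it, 452 of the 590 and 132 of the 166 still passed, so part of the 681 were other genes. Thinned to the smallest library, 762 passed, and no gene took more than 1.64% of the reads of a sample. GC content, transcript length, library size and a few dominant genes are thus argued against as the whole explanation. Culture or library batches could not be tested, since none is given.

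The ratio of higher to lower genes was 3.55. It depends on the fold change threshold: it was 1.78 at a log2 fold change of 1 and 1.25 at 1.5-fold, and 3635 genes lay entirely above and 3537 entirely below the NPC samples. At the threshold of 1.5 on the log2 scale, the limit set for an explanation was a ratio under 1.5, and none of the tests of an explanation fell under it. Over the fits that each left out 1 stimulated sample the ratio was 2.98 without NPCStim A, 2.61 without B, 3.68 without C and 7.51 without D. The SD of the logarithms of these 4 ratios corresponds to a factor of 1.60, and a ratio under the limit times this factor, 2.40, was then taken as undecided. A single stimulated sample is argued against as the source of the excess, since the lowest of the 4 ratios was 2.61, although the size of the ratio depends on NPCStim D. Genes with few reads (1.98 with a mean log2 CPM of at least 3) and GC content or transcript length (2.23 with these trends removed, against 3.66 for the same genes without the removal) cannot be told apart from a true excess of higher genes, because the ratio came within its spread of the limit. Scaling also stays open. The ratio was 3.92 with median centring, which like the authors' scaling takes most genes as unchanged. It was 1.53 with quantile normalization (1.64 with a mean log2 CPM of at least 3 as well). Quantile normalization gives all samples 1 distribution, which could by itself draw the ratio toward even, but this was not tested. The filter of the authors' table removes genes silent in all NPCStim samples by construction, and its part stays open too. Leaving out genes under 2 CPM in all NPC samples took away 237 higher genes and 0 lower genes, so the ratio that remained, 2.13, could only fall and decides nothing.

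NPCStim samples lay farther from one another than NPC samples did. The median SD of a gene was 0.235 log2 CPM in NPCStim and 0.0515 in NPC, and 94.0% of genes had the larger SD in NPCStim. Simulated sampling noise gave a median SD of 0.0337, removal of GC content and length trends left 0.223, and without NPCStim D it was 0.152, each of which argues against that explanation as the whole of it. The removal of 1 unstimulated sample by the authors cannot be told apart from a response that varied between stimulated samples, since that sample was not analysed here and the 3 kept have a median SD of 0.0515. NPCStim D had the largest mean distance to the other NPCStim samples, 0.584, against 0.390 to 0.457 for the others.

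A hypoxia-like response is a candidate explanation for part of the change, and remains a hypothesis. The hypoxia list kept a median log2 fold change of 3.67 or more in the 4 fits that each left out 1 stimulated sample, and 3.92 with GC content and length trends removed, which argues against those explanations as the whole cause. A broad stress response to products of the electrode cannot be told apart from it. The ATF4 and integrated stress response list rose (median 1.59, 16 of 17 genes higher, adjusted p = 3.81e-06 from fgsea). Endoplasmic reticulum chaperones did not (median -0.20, 9 of 15 genes lower, adjusted p = 0.827 from fgsea). The call of the NRF2 list (adjusted p = 0.0325 from fgsea) was lost under 13 alternatives. Its adjusted p reached up to 0.512 (range over its alternatives 0.0222 to 0.512). The heat shock list did not rise (median -0.48, adjusted p = 0.654 from fgsea), and 1 metallothionein was in the table. The stress lists thus point different ways, and none of them decides. VEGFA, which the paper names from earlier work on the stimulation setting, had a log2 fold change of 4.50 (standard error 0.26, adjusted p = 1.86e-05 from limma), rising from 19.4 ± 1.06 CPM (SD, n = 3) to 466 ± 204 CPM (SD, n = 4).

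Markers of neural progenitors were lower (median -0.62, 10 of 12 genes lower, adjusted p = 0.0325 from fgsea), and the call was lost under 6 alternatives, among them the fits without NPCStim A or B. SOX1 fell by 1.10 and FABP7 by 0.71 on the log2 scale. NES was at -0.60 (standard error 0.18, adjusted p = 0.0249 from limma) and lost its call in 4 fits that each left out 1 sample (NPC A, B, C or NPCStim A), with an adjusted p of up to 0.0765 (range over its alternatives 1.87e-05 to 0.0765). PAX6 was at -0.64 (standard error 0.16, adjusted p = 0.0104 from limma). For cultures stimulated daily over several days, another schedule than that of these samples, the paper states that the expression of Nestin and Pax6 stayed the same. Neuron markers had a median of 0.38 but a negative enrichment score of -0.958 (adjusted p = 0.657 from fgsea, as for the lists that follow). Endoplasmic reticulum chaperones had a median of -0.20 but a positive score of 0.704 (0.827). Astrocyte markers had a median of -0.28 over 2 genes (0.654), and immediate early genes had 0.63 (0.706). Complex I and cytochrome c oxidase subunits had a median of -0.20 (0.0721). That last list gained a call under 9 alternatives (range over its alternatives 0.0118 to 0.512). With each sample left out in turn, its adjusted p ran from 0.0228 to 0.226.

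Genes that the methods name as housekeeping genes for qRT-PCR also changed. GAPDH had a log2 fold change of 1.71 (standard error 0.20, adjusted p = 4.29e-04 from limma), or 3.28-fold, and TUBB -0.82 (standard error 0.14, adjusted p = 2.49e-03 from limma). Both have pseudogenes or paralogs that could take some of their reads. The paper's qRT-PCR values give STC2 a log2 fold of 3.26 (standard error 0.677, n = 4, the paper's), which is 3.63 under the RNAseq value. A rise of GAPDH of the size seen in RNAseq would leave 1.92 of that difference, more than 2 standard errors, so it is argued against as the whole cause. The methods name GAPDH and TUBB, and which of them the STC2 values refer to is not clear. With TUBB as the reference the difference would widen to 4.45, so whether the reference gene accounts for any part of it stays open.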
